A study of Mus musculus with 8 samples. Its data were reported in "Chd7 is indispensable for mammalian brain development through activation of a neuronal differentiation programme" (2017).

How the data were processed

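Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in granule neuron progenitors (GNPs) isolated from the cerebella of mice at postnatal day 7. The 8 libraries came from 3 groups, named by Chd7 genotype in the labels: 3 wild-type (WT), 3 mutant and 2 heterozygous (het). The study describes the mutant cells as homozygous and the WT and mutant replicates as technical. Chd7 encodes a chromatin remodelling enzyme. The files used here were 3 deposited lists of narrow peaks, each called by the authors on the pooled libraries of its group. No measurement of a single library was used here, and no replicate error is given.

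Per the file headers, the authors called each list with MACS2 at a q-value cutoff of 0.05, without a control library, with an effective genome size of 2700000000 bp and a regional background window of 10000 bp. The headers differed between groups in other settings. For WT and mutant, alignments from a folder named for STAR were used without shifting the reads, and the fragment length was modelled as 90 bp and 88 bp. For het, alignments from a folder named for bowtie were used with a shift of -100 bp and an extension of 200 bp. The study's methods describe the bowtie alignment and the shift for the ATAC-seq libraries without distinguishing groups, so the WT and mutant headers differ from those methods. Tag size was 107 bp for WT and het and 76 bp for mutant. After duplicate filtering by MACS2, 50394313 tags were left for WT, 51030229 for mutant and 30923002 for het.

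Pileup height is the signal that the authors deposited at each peak summit, a whole number of extended tags that was not scaled to depth. Fold enrichment is the ratio that the authors' peak caller gave of pileup to local background, each with a pseudocount of 1. The -log10 q values were also deposited by the authors, and these depend on depth and extension length. These 3 values per peak are the authors' own and were used to describe, rank or filter peaks within their list. In 1 check of depth, the -log10 q values of WT peaks were scaled by the ratio of mutant to WT tags before the WT peaks were counted, on the assumption that -log10 q grows in proportion to tags. Depth was recovered from the lowest background implied by pileup and fold enrichment, which gave 50394200 tags for WT, 51030138 for mutant and 30922946 for het, close to the headers. All pooled columns were used, and 0 columns were left without a group.

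The WT and mutant lists held peaks on assembled chromosomes only. Their peak names started after 223 and 219 unused numbers, with none missing inside. The het list held 71 peaks on 22 unplaced or alternative sequences. Although the file names recorded in the headers say that mitochondrial reads were removed, the WT list held 2 mitochondrial peaks and the mutant list 3. Coordinates are those of the lists, in mm10 (GRCm38), counted from 1. No peak extended past the end of any of the 21 chromosomes compared. Genes were taken from GENCODE release M21, protein-coding and long non-coding genes alone.

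Peak lists were compared with bedtools 2.31.1, and a peak counted as shared when a peak of the other list overlapped it by at least 1 bp. Shares are given with Wilson 95% confidence intervals. These cover counting error over peaks only, since neighbouring peaks and PCR copies are not independent molecules, and they say nothing about differences between mice or libraries. Merged regions were made by joining peaks of all 3 lists that lay within 300 bp of each other. The strength of a peak was expressed as its within-list rank, the percentage of peaks of that list at or below its -log10 q, so that 100 is the strongest. For a shared peak the rank change is the mutant rank minus the WT rank, using the strongest overlapping mutant peak. Location was read at the summit, in the order transcription start site (TSS) within 1 kb, exon, intron and intergenic.

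A peak was assigned to a gene when it overlapped the gene body, the 5 kb upstream or the 1 kb downstream. Gene lists came from a supplement of the study, used for names alone: 151 genes lower by RNA-seq in homozygous Chd7 mutant GNPs, called Chd7-activated genes here, of which 142 were matched to the annotation, and 203 genes from microarrays of cultured granule neurons, of which 197 were matched. The latter are the part of a longer list of genes activated by Chd7 as well as Top2b that, per the study, also rose upon differentiation, and the complete list was not used here. The lists shared 35 genes. The share of unshared peaks in a list was set against 10000 random gene lists matched on the number of peaks per gene, drawn from the 200 nearest genes. The median rank change was set against 10000 random sets of shared peaks matched on WT rank. Percentiles among random lists describe these peak lists and are not tests across replicates. Calculations used python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

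The random-list method was tested on simulated data. Of 40 simulated lists of 150 genes with no effect, 1 fell outside the central 95% of random lists. Of 20 lists in which loss was raised by 5 percentage points, 17 lay above the 97.5 percentile. For the rank change, 40 random gene lists were run on the real ranks. With single peaks drawn, 6 of the 40 fell outside the central 95%, and with whole genes drawn, 0 of the 40 did, so the comparison with single peaks is too narrow. All 20 lists lowered by 1.5 rank points were found by both. On chromosome 19, bedtools and a direct comparison gave the same call for 3693 of 3693 WT peaks.

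Named genes were set before the data were examined as Chd7 and 8 genes chosen from those that the study's text names as regulated by it: Cadps2, Reln, Nkain3, Bmp5, Fstl5, Neurod1, Gap43 and Unc5c. For Cadps2, Nkain3, Reln, Bmp5 and Fstl5 the study reported decreased ATAC-seq peaks upon loss of Chd7. The choice of these genes was therefore not independent of the libraries examined here. The text names further such genes, among them Zfpm2 and Cnksr3, which entered only through the gene lists. Single peaks were named by a rule set at the same time, the 5 WT peaks with the highest -log10 q without a het or mutant peak within 300 bp, and the 5 mutant peaks with the highest -log10 q without a WT or het peak within 300 bp. After the Y chromosome peaks had been seen, 8 genes of the male-specific Y chromosome were listed (Kdm5d, Eif2s3y, Uty, Ddx3y, Usp9y, Zfy1, Zfy2 and Uba1y). The alternatives were a 50% reciprocal overlap, a distance of 300 bp, a -log10 q of 5 or more, fold enrichment of 4 or more, the 80230 strongest peaks of each list, which is 75% of the shortest list, autosomes alone, other ranking values, gene bodies alone, the second gene list and other matching. The study's own test of read counts per library with edgeR was not run here, since counts per library were not used here.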

Results

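ATAC-seq peak lists from P7 GNPs were analysed for 3 Chd7 genotypes: WT (3 libraries), mutant (3 libraries) and het (2 libraries). Each list was called on pooled libraries, so none of the values below has a replicate error and no difference between genotypes was tested against the spread between libraries. The study describes the WT and mutant replicates as technical, so a spread between those libraries would not measure differences between mice. Tag numbers after filtering were 50394313 for WT, 51030229 for mutant and 30923002 for het. Het peaks were also called from another alignment and with other MACS2 settings, so comparisons with het differ in processing as well as in genotype. WT and mutant differed in tag size, 107 bp against 76 bp.

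The targeted gene was examined first. Chd7 (ENSMUSG00000041235.12, chromosome 4, 8690406 to 8867659, plus strand) held 29 peaks in the WT list, 20 in the het list and 37 in the mutant list. Of the 29 WT peaks, 5 had no mutant peak (17.2%, Wilson 95% CI 7.60 to 34.5%), and 13 of the 37 mutant peaks had no WT peak. The promoter peak was kept, at 8689849 to 8690927 in WT with a within-list rank of 75.5 and at 8689863 to 8690942 in mutant with a rank of 83.5. The median rank change of the 24 shared peaks was 0.71 points, and 13 of them ranked higher in the mutant. Shared peaks as a whole rose by a median of 2.28 points, and 14 of the 24 lay below the median change of peaks of the same WT rank. Peak positions at the locus therefore did not separate the genotypes. The part of Chd7 removed in the mutant was not located here, so the deletion itself was not checked.

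How many accessible regions each genotype had was compared next. The lists held 152984 peaks in WT, 106974 in het and 174407 in mutant. The mutant list was 1.14 times as long as the WT list with 1.01 times the tags. Peaks with a -log10 q of 10 or more numbered 56178 in WT and 64000 in mutant, again a ratio of 1.14. Median peak width was 212 bp in WT and 378 bp in het, where the 200 bp extension sets a minimum width of 200 bp. Peaks shorter than 200 bp made up 47.2% of the WT list and 50.4% of the mutant list. In spite of the different peak numbers, total covered length was 47.7 Mb in WT, 50.7 Mb in mutant and 50.7 Mb in het. A stricter -log10 q of 5 or more moved the WT and mutant numbers most, to 94938 and 109582, and gave 81746 in het, where fold enrichment of 4 or more moved the number most, to 79723. The order of the lists was the same in both settings. With no measure of the spread between libraries, the excess in the mutant list cannot be set against replicate error.

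To see which regions were gained or lost with Chd7 mutation, WT and mutant peaks were overlapped. A mutant peak overlapped 118098 of 152984 WT peaks, 77.2% (Wilson 95% CI 77.0 to 77.4%), leaving 34886 WT peaks without a mutant peak. A WT peak overlapped 69.3% of mutant peaks (69.1 to 69.5%), leaving 53529. The alternative that moved the WT share most was the restriction of WT peaks to a -log10 q of 5 or more, which raised it to 94.2%. The peaks without a partner were weak, with a median -log10 q of 3.34 in WT against 9.21 for WT peaks with a mutant partner, and 3.81 against 10.5 in mutant. In the weakest decile of WT peaks 65.8% (65.0 to 66.5%) had no mutant peak, and in the strongest decile 2 of 15298 had none (0.0131%, 0.00359 to 0.0477%). In the strongest decile of mutant peaks, 0 of 17441 lacked a WT peak (upper bound 0.0220%). When peaks within 300 bp counted as shared, 234 of 56178 WT peaks with a -log10 q of 10 or more lacked a mutant peak (0.417%, 0.367 to 0.473%), against 716 of 64000 mutant peaks without a WT peak (1.12%, 1.04 to 1.203%).

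**Figure D1:**
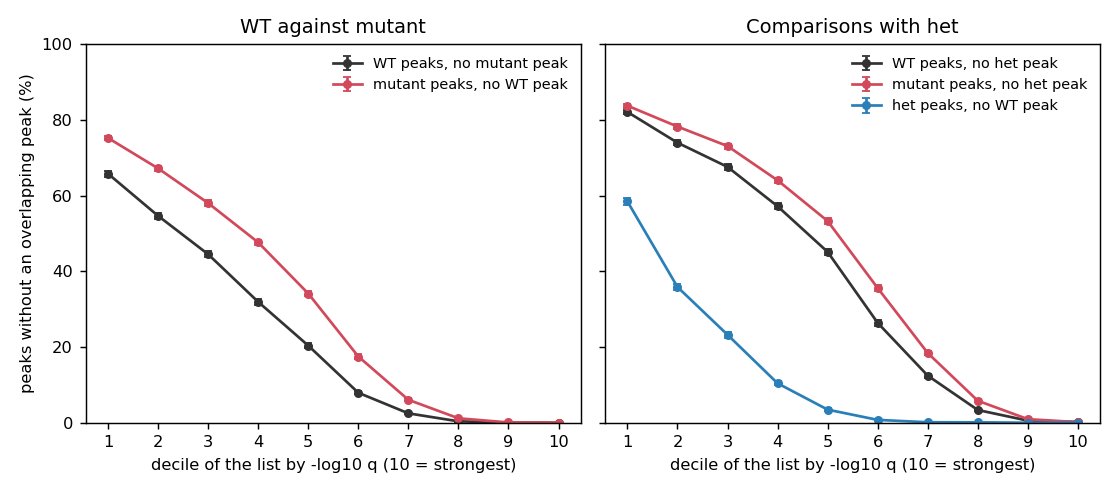
Percentage of peaks without an overlapping peak in another list (y axis) for each decile of the list ordered by -log10 q (x axis, 10 the strongest), with Wilson 95% intervals as bars, for WT against mutant (left) and for comparisons with het (right). The WT share without a mutant peak falls from 65.8% in the weakest decile to 0.0131% in the strongest.

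Joined within 300 bp, the 3 lists gave 190582 regions. All 3 lists held 87021 of them, or 45.7% (45.4 to 45.9%). WT and mutant without het shared 24293 regions. Regions seen in mutant alone numbered 38284, in WT alone 25341 and in het alone 6703. Het with WT but not mutant accounted for 3165 regions, and het with mutant but not WT for 5775. In lists cut to 80230 peaks each, 6913 regions were in mutant alone and 6977 in WT alone. Equal list lengths bring these numbers together by construction.

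The study describes het cells as intermediate, and the het list was therefore compared with both others. A WT peak overlapped 86.7% of het peaks (86.5 to 86.9%) and a mutant peak 89.3% (89.1 to 89.5%). In the other direction, a het peak overlapped 63.1% of WT peaks (62.9 to 63.4%) and 58.7% of mutant peaks (58.5 to 58.9%). At sites that differed between WT and mutant, het peaks were infrequent: 13.2% (12.8 to 13.6%) of WT peaks without a mutant peak had a het peak, as did 15.2% (14.9 to 15.5%) of mutant peaks without a WT peak. The corresponding value for WT peaks with a mutant peak was 77.9%. Most of the small gap between 13.2% and 15.2% was absent among strong peaks. For peaks with a -log10 q of 10 or more and no partner within 300 bp, 41.5% (35.3 to 47.9%) of 234 WT peaks and 41.8% (38.2 to 45.4%) of 716 mutant peaks had a het peak nearby, a difference within the intervals. The gap changed direction when a 50% reciprocal overlap was required, to 14.2% for WT and 12.9% for mutant, and by smaller amounts when both lists were stricter or of equal length.

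The genomic location of the unshared peaks was examined against shared peaks of the same rank. TSS within 1 kb accounted for 16.4% of all WT peaks, 15.9% of mutant peaks and 19.3% of het peaks. Among WT peaks without a mutant peak, 6.93% (6.66 to 7.197%) lay within 1 kb of a TSS, compared with a median of 11.6% in random sets of shared WT peaks matched on rank. Intergenic positions held 50.3% (49.8 to 50.8%) of these peaks and 41.2% of the matched ones. Mutant peaks without a WT peak behaved alike, with 7.44% (7.22 to 7.66%) at TSSs against 12.8% and 46.9% (46.5 to 47.3%) intergenic against 40.9%. Matching was looser in mutant, where the unshared peaks had a median rank of 23.6 and the matched ones 21.7. In both directions of change, unshared peaks were thus less often at promoters than shared peaks of similar rank. Unshared peaks were also narrower, with a median width of 122 bp in both lists, against 154 bp for the matched peaks in WT and 150.5 bp in mutant. Width was not matched, so its part in the difference was not tested.

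Whether lost accessibility falls in genes that need Chd7 was asked with the Chd7-activated genes. Of 2195 WT peaks in 136 of these genes, 528 had no mutant peak, 24.1% (22.3 to 25.9%). Summed over genes, the value lay at the 95.04 percentile of 10000 random gene lists, whose median was 21.6% and central 95% 18.9 to 24.5%, so it was within that range. Mutant peaks without a WT peak made up 29.96% (28.2 to 31.8%) of 2453 peaks in 138 listed genes, at the 42.6 percentile. With WT peaks of a -log10 q of 5 or more the WT share was 7.76%, at the 99.3 percentile. In the second gene list, the genes activated by Chd7 and Top2b that also rise upon differentiation, 24.3% (23.1 to 25.5%) of 4981 WT peaks lacked a mutant peak, at the 98.8 percentile. Listed genes are long, with a median of 67.8 kb against 15.9 kb for all genes with a WT peak. Matched on gene length instead, the first list fell at the 83.9 percentile. The loss in WT peaks of these genes was therefore not separable from random lists under the chosen design and went past the central 95% only under some alternatives. From read counts, the study reported altered ATAC-seq peaks in a larger share of genes lower without Chd7 than of genes higher. Presence of a peak in a list does not test that result, and genes higher without Chd7 were not compared here.

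**Figure D2:**
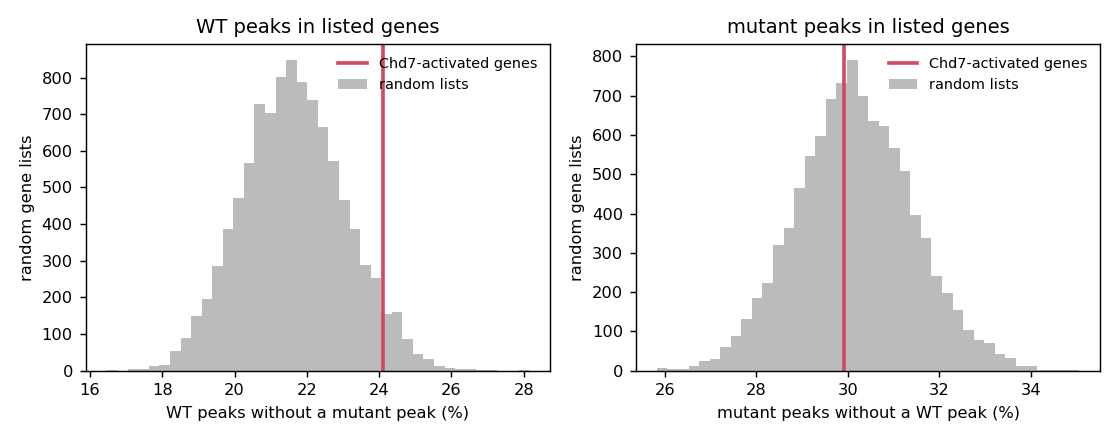
Distribution of the share of peaks without a partner (x axis, %) over 10000 random gene lists matched on peaks per gene (y axis, number of lists), with the Chd7-activated genes as a red line, for WT peaks without a mutant peak (left) and mutant peaks without a WT peak (right). The WT line stands at the 95.04 percentile and the mutant line at the 42.6 percentile.

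Shared peaks were then compared by rank. Across all 118098 WT peaks with a mutant partner the median rank change was 2.28 points upward. Part of such a rise is arithmetic: ranks are taken within a list, and peaks without a partner, which rank low (median rank 18.6 in WT and 23.6 in mutant), made up 30.7% of mutant peaks against 22.8% of WT peaks, which places shared peaks higher in mutant. Taking the strongest overlapping mutant peak also favours a rise. The rise was therefore not read as a change in accessibility. The 1667 shared peaks in Chd7-activated genes rose by a median of 0.53 points, lower than all 10000 random sets of shared peaks matched on WT rank (median 1.86, central 95% 1.38 to 2.33). A lower rank in mutant was found for 46.9% of the listed peaks and for 38.3% of all shared peaks. The comparison that draws single peaks is too narrow, so whole genes were also drawn, a setting chosen after the data had been seen. Relative to peaks of the same WT rank, the list's median was then -1.28 points, lower than all 2000 random gene lists (median -0.19, central 95% -0.75 to 0.14). For the second gene list the median rise was 1.02 points against 2.28 in the random sets, again lower than all of them. The shift is small beside the range of 100 points and has no replicate error.

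Of the 9 named genes, Fstl5 (ENSMUSG00000034098.14, chromosome 3, 76074270 to 76710019, plus strand) differed most from genes with a similar number of peaks. It held 33 peaks in WT, 9 in het and 24 in mutant, and 19 of the WT peaks had no mutant peak (57.6%, 40.8 to 72.8%), at the 99.5 percentile of the 200 genes nearest in peak number, whose median was 20.6%. Those genes were not matched on peak strength or gene length. For the 13 WT peaks of Fstl5 with a -log10 q of 5 or more the share was 30.8% (12.7 to 57.6%), against 5.78% over all WT peaks. Of the 14 shared peaks, 12 ranked lower in mutant, with a median change of -9.99 points, and 13 lay below the median change of peaks of the same WT rank. The peak at its first exon, at 76074050 to 76074826, was kept with ranks of 99.5 in WT and 99.3 in mutant. A run of 3 intronic WT peaks between 76301093 and 76302081 had no mutant peak within 300 bp, the strongest with a fold enrichment of 7.60 and a -log10 q of 15.01 (76301512 to 76301671). One het peak, at 76301070 to 76301682, overlapped that stretch. The study had already named Fstl5 among genes with decreased ATAC-seq peaks in these libraries, so the loss seen here is not independent evidence.

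**Figure D3:**
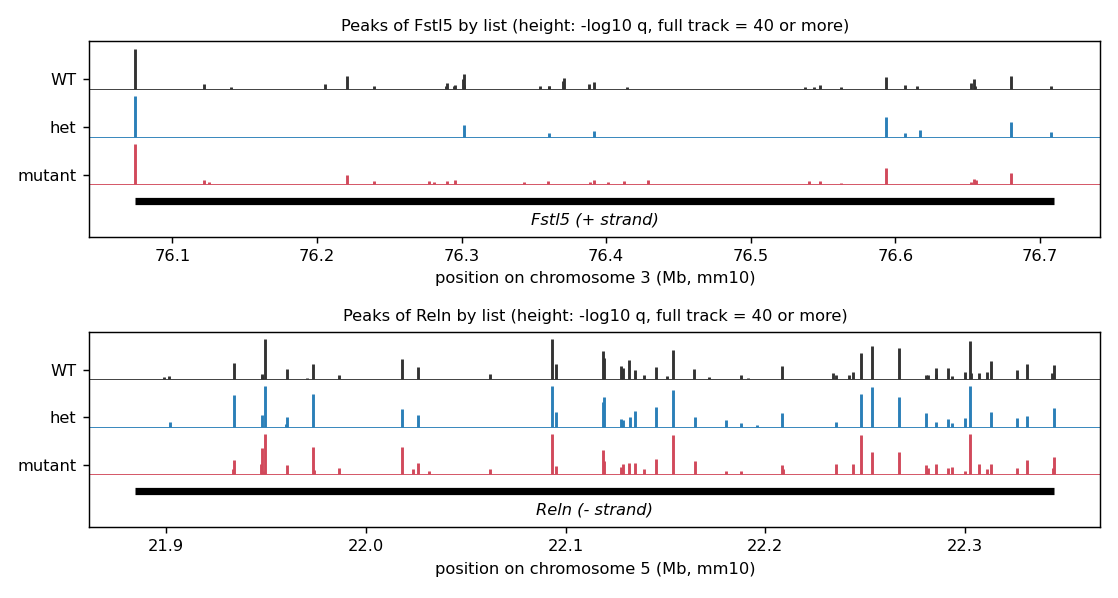
Peaks of the WT, het and mutant lists across Fstl5 (top) and Reln (bottom), with position in mm10 on the x axis and a bar per peak whose height is its -log10 q, drawn to at most 40. The black bar is the gene. Fstl5 has 33 WT, 9 het and 24 mutant peaks, and Reln has 53, 38 and 50.

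In the remaining named genes no share of lost WT peaks lay above the 77.5 percentile of similar genes. Reln (ENSMUSG00000042453.14, chromosome 5, 21884454 to 22344702, minus strand) held 53 peaks in WT and 50 in mutant. Of its WT peaks 18.9% lacked a mutant peak, and its 43 shared peaks changed by a median of -0.08 points, with 24 below the median change of peaks of the same WT rank. Cadps2 (ENSMUSG00000017978.18, chromosome 6, 23262773 to 23839421, minus strand) had 33 peaks in WT and 43 in mutant, and 9 of the WT peaks lacked a mutant peak, with 18 of 24 shared peaks ranked higher in mutant and a median change of 8.28 points. Set against peaks of the same WT rank, 10 of the 24 lay below the median change. The study reported decreased ATAC-seq peaks in Cadps2, which these values over the whole gene do not test. In Unc5c 23 of 29 shared peaks ranked higher, with a median of 7.63 points, and 9 lay below the median change of peaks of the same WT rank. Nkain3 lost 14 of 47 peaks, Bmp5 4 of 15, Gap43 2 of 16 and Neurod1 0 of 5. In these genes most shared peaks lay below the median change of peaks of the same WT rank: 22 of 33 in Nkain3, 8 of 11 in Bmp5, 9 of 14 in Gap43 and 4 of 5 in Neurod1. Within Bmp5 (ENSMUSG00000032179.7, chromosome 9, 75775364 to 75900310, plus strand) the intronic peaks at 75778905 to 75779264 and 75787124 to 75787542 fell by 44.6 and 47.4 rank points. These 2 peaks were singled out after their values had been seen, and the study had already named Bmp5 among genes with decreased ATAC-seq peaks.

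The strongest WT peaks with neither a het nor a mutant peak within 300 bp, out of 25733 such peaks, were mostly on the Y chromosome. The first was at the TSS of Ddx3y (Y, 1286473 to 1286751), with a -log10 q of 32.3 and a fold enrichment of 13.8. The second was at the TSS of Uty (Y, 1245390 to 1245916, -log10 q 30.99) and the fourth within 1 kb of the TSS of Eif2s3y (Y, 1010209 to 1010834, -log10 q 24.7). The others were intergenic, 88.9 kb from the nearest TSS, that of Cdh9 (chromosome 15, 16639749 to 16639916, -log10 q 27.2), and 197 kb from that of 4930474H20Rik (chromosome 14, 90323650 to 90323831, -log10 q 21.7). In the mutant list 39245 peaks had neither a WT nor a het peak within 300 bp. The strongest was in an intron of Gm13849 (chromosome 6, 31803314 to 31803486, -log10 q 21.4). It was followed by an intergenic peak on chromosome 8 (33177621 to 33177990, -log10 q 21.1), an intronic peak of Cntnap5a (chromosome 1, 116370899 to 116371090, -log10 q 19.4) and intergenic peaks on chromosome 2 (12756124 to 12756319, -log10 q 17.6) and chromosome 15 (49555943 to 49556083, -log10 q 17.6). None of the 8 Y genes listed had a peak in the het or mutant list, while 4 of them had one in WT. The mutant and WT lists thus differed on the Y chromosome, and leaving out the sex chromosomes changed the share of WT peaks with a mutant peak only from 77.2% to 77.0%.

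**Figure D4:**
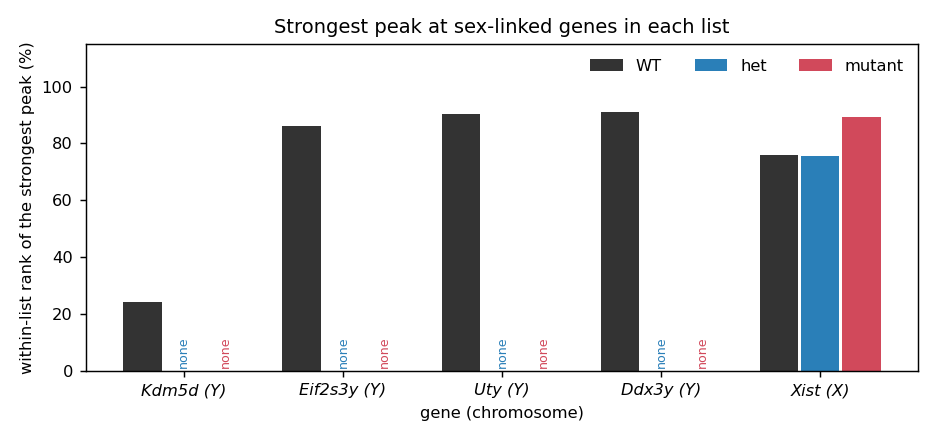
Within-list rank (y axis, %) of the strongest peak near the TSS of 4 Y chromosome genes and across Xist on the X chromosome (x axis), with a bar per list. Peaks at the 4 Y genes occur in WT alone, and the strongest Xist peak ranks at 75.9 in WT, 75.5 in het and 89.3 in mutant. The het list is shorter and was called with other settings, so its ranks are not on the scale of the WT ranks.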

Values the study reported

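The study reported that 2.1% of ATAC-seq peaks were significantly altered upon loss of Chd7. It stated a depth of about 30,000,000 paired-end reads per sample. In its RNA-seq data 151 genes were lower in homozygous mutant GNPs. In cultured granule neurons it gave 240 genes as activated by Chd7 and by Top2b, of which 203 rose upon differentiation.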

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

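The matching of random peaks on within-list rank, on rank and GC content, the drawing of whole genes, the list without the genes shared with the second list and the settings for single genes were chosen after seeing the data. The others were set before the data were examined. No paired analysis was possible because the lists used here were called on libraries pooled by genotype, and for the same reason leaving out each replicate in turn was not run.

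The shares of overlap depended on what counted as a peak and as shared, and moved outside their counting intervals under every alternative except autosomes alone. A 50% reciprocal overlap lowered them to 64.1% of WT and 56.2% of mutant peaks for the WT and mutant pair, 50.1% of WT and 71.6% of het peaks for WT and het, and 45.5% of mutant and 74.2% of het peaks for mutant and het. In the same order, a distance of 300 bp gave 80.7%, 73.5%, 66.3%, 88.1%, 62.5% and 90.6%. Both lists at a -log10 q of 5 or more gave 86.3%, 76.0%, 77.5%, 88.1%, 71.1% and 91.7%. Equal lists gave 83.3%, 84.0%, 84.6%, 83.4%, 84.8% and 82.9%, and query peaks at a -log10 q of 5 or more gave 94.2%, 88.8%, 84.2%, 96.4%, 79.3% and 97.53%. Equal lists bring the directions of the WT and mutant comparison together by construction.

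The share of WT peaks without a mutant peak that had a het peak was 14.2% with the reciprocal overlap, 24.2% with both lists at a -log10 q of 5 or more, 44.3% with equal lists and 23.8% with query peaks at a -log10 q of 5 or more. The matching shares for mutant peaks without a WT peak were 12.9%, 24.1%, 43.1% and 24.9%. The smaller of the pair was WT in 3 of the 6 alternatives, counting the distance of 300 bp and autosomes alone, which left both shares inside their intervals. The cause was not tested.

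The number of peaks at a -log10 q of 5 or more was 94938 in WT and 109582 in mutant, more than 1.5 times lower than in the complete lists by construction. Regions found in all 3 lists made up 42.9% when only overlapping peaks were joined, 57.6% at a -log10 q of 5 or more and 62.2% with equal lists. Regions with WT and no mutant peaks were 16.2%, 9.79% and 12.7% in these settings, and regions with mutant and no WT peaks 24.8%, 20.2% and 12.4%. The share of WT peaks without a mutant peak within 1 kb of a TSS was 8.62% at a -log10 q of 5 or more and 9.12% with equal lists, and that of mutant peaks without a WT peak 9.22% and 9.45%, in each case lower than in rank-matched shared peaks.

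For the Chd7-activated genes, the share of WT peaks without a mutant peak was 20.4% at a distance of 300 bp, 7.76% for query peaks at a -log10 q of 5 or more, 20.1% with equal lists and 22.2% without the genes of the second list. The share of mutant peaks without a WT peak was 25.7%, 11.2% and 14.5% in the first 3 of these. The WT percentile went past the central 95% for query peaks at a -log10 q of 5 or more (99.3), for the second gene list (98.8) and for random peaks matched on rank (above all of 1000, percentile 100), and stayed inside it in the other settings. Random peaks ignore the grouping of peaks in genes. The mutant percentile stayed inside the central 95% in all settings. The rank change of listed shared peaks was below the central 95% of random sets in all 8 alternatives run.

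Weak peaks often had no partner in the other list, and the part played by depth was not tested. In the weakest decile of the WT list 65.8% had no mutant peak at similar depth, so absence of a weak peak from a list cannot be read as absence of accessibility. Het comparisons rest on 30923002 tags. For single genes, 4 of 27 shares moved outside their counting intervals, among them Fstl5, which fell to 30.8% for query peaks at a -log10 q of 5 or more. Over all WT peaks the share without a mutant peak fell from 22.8% to 5.78% at this setting, so a fall was not particular to Fstl5.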

Other observations

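The matching on gene length and the joining of peaks within 300 bp were settings fixed before the data were examined. All other tests in this part were chosen only after the results they bear on had been seen. The share of WT peaks without a mutant peak was 22.8%. That is higher than the value quoted from the study above, which came from a test on reads per library, whereas here a peak counts by its presence in a list.

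Peaks at single-copy Y chromosome genes were present in the WT list and absent from the het and mutant lists. Of the 7 WT peaks with a -log10 q of 20 or more and no mutant peak within 300 bp, out of 28235, 3 were on the Y chromosome. Lower depth is argued against for the mutant list, which had 1.01 times the tags of WT. Removal of the Y chromosome is also argued against, because the mutant list held 25 Y chromosome peaks elsewhere. A candidate explanation is that the pools differed in the sex of the pups, with more female cells in the mutant pool. Per the study's methods, pups were not separated by sex. The ratio of mutant to WT peak numbers was 1.21 on the X chromosome, above the range over autosomes of 1.11 to 1.17. In peaks common to all 3 lists, mean X chromosome pileup relative to autosomes was 1.01 in WT, 1.03 in het and 1.05 in mutant, and in mutant it lay above the highest autosome, 1.03. The strongest Xist peak ranked at 75.9 in WT and 89.3 in mutant. In the het list, lower depth and the other calling settings are argued against, because only 0.319% of the 28235 WT peaks with a -log10 q of 20 or more lacked a het peak within 300 bp, and all 3 Y gene peaks of that strength were among them. For sex as the source of the het pattern the values were mixed. The X chromosome ratio of 1.03 lay within the het autosome range of 0.961 to 1.045. In contrast, a peak at the Xist TSS (X, 103483145 to 103483359, -log10 q 8.95) was present in het, as in mutant (-log10 q 7.45), and not in WT. The strongest Xist peak ranked at 75.5 in het, with a -log10 q of 23.5 against 15.8 in WT. Neither its rank nor its -log10 q can be set against WT, since the het list is shorter and was called with other settings. Sex of the het pool was left open. The median rank change of shared X chromosome peaks, 2.55, did not stand apart from that of chromosome 18, 2.74. An effect of Chd7 on the Y chromosome itself remains open and untested. Autosomal comparisons are not touched by Y peaks, but effects of sex on autosomal peaks were not tested.

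The mutant list was longer than the WT list at nearly the same depth. When the -log10 q of WT peaks was scaled to the mutant tag number, the number at 10 or more rose only 1.01 times, against 1.14 times observed. Splitting of regions into more peaks accounts for part at most, since the ratio was 1.11 after peaks within 300 bp had been joined. Tag size was 76 bp in the mutant list and 107 bp in WT. Read length and genotype therefore cannot be told apart, because each tag size occurs in 1 of these groups. An effect of the genotype stays open.

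Most peaks found in only 1 of the WT and mutant lists may reflect calling near the threshold, since they were weak, with a median -log10 q of 3.34 in WT. The 0.0131% of the strongest decile of WT peaks without a mutant peak cannot test this. A strong peak can lose much of its signal and stay in the list, as a Bmp5 peak did, from a -log10 q of 15.1 in WT to 4.08 in mutant. Het peaks were rare at the sites that differed between the WT and mutant lists. The lower depth and other settings of the het list do not account for this alone, because 46.8% (46.3 to 47.3%) of rank-matched WT peaks with a mutant partner had a het peak, against 13.2% of those without. The same would follow if unshared weak peaks were partly chance calls, and a graded effect of Chd7 dose was not separated from that.

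The smaller rank gain of shared peaks in Chd7-activated genes was not removed by other matching. Random peaks matched on rank and GC content rose by a median of 1.89 points, and those matched on gene length by 2.104 points, against 0.53 for the list. With whole genes drawn the list stood at -1.28 relative to peaks of the same rank, outside the central 95% of random gene lists. The grouping of peaks by gene is thus argued against as the whole cause. The matches on GC content and gene length drew single peaks, a comparison that is too narrow, and the match on gene length left out WT rank. Whole genes were matched on their number of shared peaks alone. GC content or gene length together with grouping was therefore not tested. Lower accessibility of these genes without Chd7 is a hypothesis that could explain the shift. Read length, the sex of the pups and the mix of cell stages in the pools stay open, and no replicate test was run here.

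Among 900 genes with at least 20 WT peaks, Fstl5 had the second highest share without a mutant peak, after Gm49685, which overlaps Cdh12 on chromosome 15, with 68.6%. Kcnd2, which is in both gene lists, was 11th, with 14 of 27 WT peaks lacking a mutant peak (51.9%). These genes were singled out after their values had been seen. A deletion or loss of mapping over the whole of Fstl5 is argued against by 10 mutant peaks in the gene without a WT peak. At the run of 3 lost peaks between 76301093 and 76302081 there was 1 het peak, which overlapped the stronger pair. A short deletion or strain variant there cannot be told apart from lower accessibility, since the sequence of the mice at this site was not analysed here. Of the 45 genes with the highest shares, 3 were Chd7-activated genes (6.67%), against 42 of all 900 (4.67%).

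The het list held 71 peaks on unplaced or alternative sequences, and the WT and mutant lists held 0. Peak numbering in WT skipped 223 names before the first peak and in mutant 219, which is consistent with filtering of these sequences by the authors after calling. No biological explanation was tested.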
